A study of Homo sapiens with 2 samples.

How the data were processed

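Single-cell RNA counts of human pancreatic islets were analysed from 2 libraries, 1 of islets cultured for 1 day and 1 of islets cultured for 29 days. The deposited matrices hold raw counts (UMI counts per gene and barcode), per the file headers made with Cell Ranger 5.0.0. Per the submitters' processing notes reads were aligned to hg38, and Seurat 5.0 is named with no role. The libraries were made with the Chromium Single Cell 3' v3 kit per the extract protocol. The annotation release and the way barcodes were called as cells are not stated. Of the 67053 gene identifiers, 87.2% are in GENCODE v29, from which the coordinates were taken. Identifiers that share a symbol were summed, which gave 61321 symbols, 2355 of them with more than 1 identifier (44 identifiers are copies on the Y pseudoautosomal region). Of these, 53 belong to a marker or gene list, among them HLA genes, PRSS1, PRSS2, CTRB1, CTRB2, TNF, TAP1, PSMB8 and HSPA1A, so their levels are uncertain.

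Cells were kept with at least 1000 UMIs, at least 500 detected genes and at most 20% mitochondrially encoded UMIs. At day 1, 5768 of 8607 barcodes passed (67.0%), and at day 29 1215 of 4038 (30.1%), where 64.7% of barcodes were over the mitochondrial limit against 23.1% at day 1. Scrublet, run in each library with an assumed rate of 0.8% per 1000 cells, removed 163 and 16 doublets. Each library was clustered alone on log-scaled counts (total 10000) with 2000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 1. Genes of the gene lists and mitochondrially encoded, ribosomal protein, XIST and Y-linked genes were left out of the variable genes. Clusters of at least 60 cells with ambiguous markers were clustered again at resolution 0.5.

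Clusters were named from lists of markers of 13 cell types, by the number of markers among the cluster's 10 top genes by fold against all other clusters of both libraries, then by the number at least 2-fold higher and seen in at least 20% of its cells, of which at least 3 were needed. A cluster with no marker among its 10 top genes was left unnamed if its median UMIs were under 1/3 of the library's median (30 cells of day 29), and otherwise was named if it had at least 6 enriched markers, 2 times as many as of any other type. That named a day 1 cluster of 165 alpha-like cells. This naming rule and its reference were chosen after seeing the data. Endocrine-like clusters that held another class's hormone above 25% of its highest level in a cluster of that library were left unnamed as mixed, a limit also set after the data were seen, which took 303 cells (5.41% of kept cells) at day 1 and 0 at day 29. In all, 376 cells at day 1 and 124 at day 29 (10.3%) were left unnamed, and 94 of the latter were rich in SST. Names with "-like" stand for these marker-based classes. The marker lists, the gene lists, the cell filter, the clustering settings, the classes compared, the rule for named genes and most alternatives were chosen before the data were examined.

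Counts were summed over the cells of each class and divided by their total to give CPM, for classes with at least 50 cells in both libraries (alpha-like, beta-like and ductal-like). With 1 library per day no test between the days was run, and no genes were counted as different over the whole gene set. Only members of gene lists were counted as higher or lower, as a description of these libraries. Ratios of day 29 to day 1 carry exact conditional binomial intervals, CPM values exact Poisson intervals and shares of cells exact Clopper-Pearson intervals, all at 95%. The limit given for 0 cells is 3 cells over the cells examined. Where 1 library had 0 counts, the ratio was computed with 3 counts summed over the class. That value lies inside the exact interval and is not its limit. Genes were named as the 12 highest and 12 lowest ratios in alpha-like and beta-like cells, and the 6 highest and lowest in ductal-like cells, among genes with at least 50 CPM and 100 counts in 1 library. Their CPM also had to reach 10% of that in every other class of at least 50 cells in the library where the gene was higher, since a lower level may be RNA carried over from that class. Ribosomal protein, mitochondrially encoded and sex-linked genes and unnamed transcripts were left out. Up to 4 members of each gene list with the largest ratios, and the hormone genes, could be named as well. Some genes that met these rules are not reported here.

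A total of 31 gene lists was compared, covering islet hormones and cell identity, secretion, stress, inflammation, metabolism, growth and the markers of other cell types. Members were measured with at least 10 CPM and 20 counts in 1 library, and were called higher or lower when at least 2-fold apart with an interval that excludes 1. Each list's median log2 ratio (prior count 0.5) was set against 10000 random lists of genes matched on expression, as a description of these libraries, and medians need at least 3 measured members. Cells with a UMI of MKI67 or TOP2A were counted after each cell was thinned to 2000 UMIs.

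The alternatives were other cell filters, no removal of doublets, resolutions 0.5 and 2, list genes used for clustering, joint clustering, thinned cells, TMM and median-of-ratios factors, a total without abundant genes, a mean over cells, other filters on list members and no carryover rule. The code was tested on simulated data, in which the intervals held the true ratio for 95.4, 95.4 and 95.5% of genes in alpha-like, beta-like and ductal-like cells. This is a test of the code. In the real libraries the intervals cover counting error only, not variation between cells or between libraries. Tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 (with its Scrublet), anndata 0.12.19, python-igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 for scaling factors only.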

Results

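Single-cell RNA was counted in human pancreatic islets, the clusters of endocrine cells of the pancreas, kept in culture for 1 day or for 29 days, with 1 library for each day. The day 1 library held 8607 barcodes and 202276167 UMIs (unique molecular identifiers, which count RNA molecules), and the day 29 library held 4038 barcodes and 53634556 UMIs. Mitochondrially encoded RNA made up 8.18% of the UMIs of the median barcode at day 1 and 46.1% at day 29. After the cell filter and the removal of doublets, 5605 cells with a median of 26446 UMIs and 4714 genes remained at day 1, and 1199 cells with a median of 26627 UMIs and 5105 genes at day 29. The comparison of the libraries asks how the cell classes and the RNA of each class differed after long culture. Day, preparation and library batch cannot be told apart with 1 library per day, the labels do not say whether both libraries share a donor, no replicate check was possible, and all intervals (95%) cover counting error only.

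Alpha-like cells made up a larger part of the day 29 library than of the day 1 library, acinar-like and ductal-like cells a smaller part, and no cells were named as supporting or immune cells at day 29. Cells with markers of alpha cells, which make glucagon, were 22.7% of the kept cells at day 1 (1273 of 5605, exact Clopper-Pearson interval 21.6 to 23.8%) and 74.2% at day 29 (890 of 1199, 71.7 to 76.7%). The day 29 share depended on the cell filter, at 42.3% with no limit on mitochondrially encoded UMIs and 49.2% with a limit of 10%. Acinar-like cells, which make digestive enzymes, were 22.0% at day 1 and 1.67% at day 29 (20 cells, 1.02 to 2.56%), with 0 in 4 other settings and at most 6.0%, with list genes used for clustering. Ductal-like cells were 24.2% at day 1 (23.1 to 25.4%) and 7.17% at day 29 (5.78 to 8.78%), where other settings gave 2.37 to 13.0%. Stellate-like cells (6.12%), endothelial-like cells (4.0%) and lymphocyte-like, myeloid-like and mast-like cells (1.75, 0.731 and 0.731%) were present at day 1. At day 29, 0 of 1199 cells were named in any of these 5 classes. Cells were named by cluster and the smallest day 29 cluster had 15 cells, so that a few such cells within another cluster could have been missed.

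Among the cells named as endocrine-like (1890 at day 1 and 969 at day 29), alpha-like cells were 67.4% at day 1 and 91.8% at day 29. Beta-like cells, the makers of insulin, were 27.2% of them at day 1 (515 cells, 25.3 to 29.3%) and 5.68% at day 29 (55 cells, 4.30 to 7.32%). Other settings gave 21.2 to 35.2% at day 1 and 5.17 to 18.3% at day 29, the highest with a limit of 10% mitochondrially encoded UMIs. With that limit 42 cells of day 29 were named beta-like. The 55 cells had a median of 13.0% mitochondrially encoded UMIs, so fewer than 42 of them can pass it. The settings therefore do not follow 1 fixed set of cells. Of all kept cells, beta-like cells were 9.19% at day 1 and 4.59% at day 29. That direction held in 9 of 13 other settings, 2 of which leave this share as it was. The alpha-like, acinar-like and ductal-like shares kept their direction in 13 of 13. Some of these 13 also leave those shares as they were, such as the setting with mixed clusters kept. Gamma-like cells, which make pancreatic polypeptide, numbered 58 at day 1 and 24 at day 29, and cells named as delta-like, which make somatostatin (SST), numbered 44 and 0. Another 94 cells of day 29 (7.84% of kept cells) had SST as their top gene but too few enriched markers for a name. They formed clusters of 71 and 23 cells with 312118 and 298282 CPM (counts per 1000000 counts of the group of cells) of SST, against 296305 CPM in the delta-like cells of day 1. They were shallow (medians of 2530 and 2006 UMIs) and also held 51529.9 and 45046 CPM of GCG and 24872.8 and 74517.7 CPM of INS. The cluster of 23 cells held 65869.5 CPM of PPY as well, against 279 CPM in the other. With these 94 cells counted as delta-like, a choice made after seeing the data, alpha-like cells were 83.7% of the endocrine-like cells of day 29 (890 of 1063) and beta-like cells 5.17%. Under the 25% limit on another class's hormone both clusters would be left out as mixed, the first by GCG and the second by INS and PPY. The gamma-like cells of day 29 also held 17064 CPM of SST against 224 CPM at day 1. Summed over all barcodes, before any filter or naming of cells, the library held 2.96 INS UMIs per GCG UMI at day 1 and 0.332 at day 29.

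**Figure D1:**
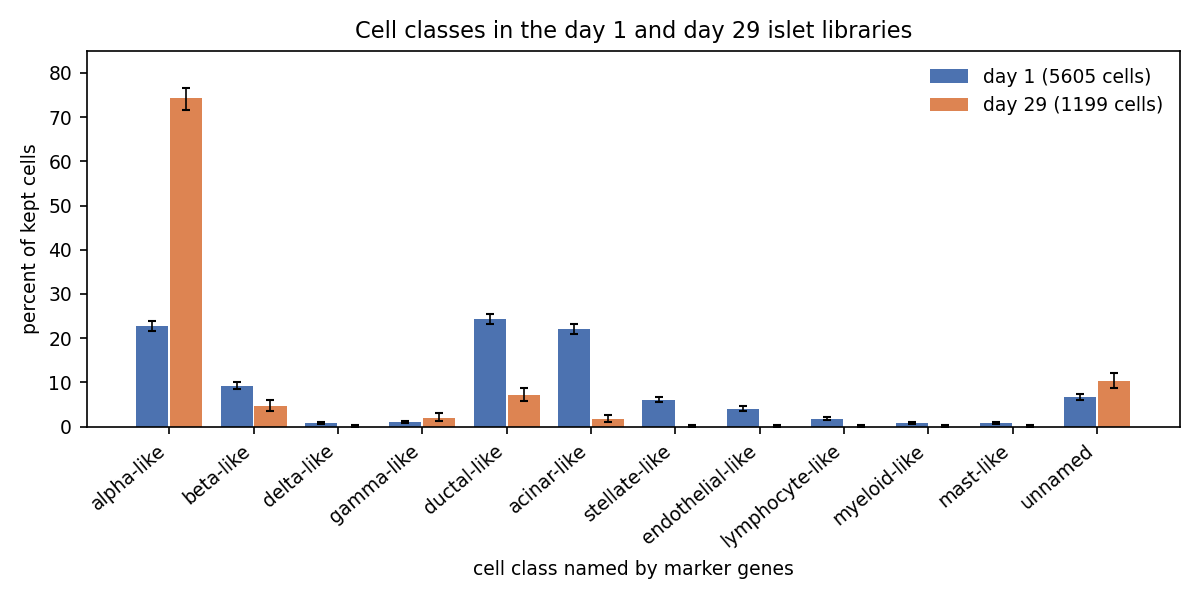
Bars give the percent of kept cells (vertical axis) in each cell class named by marker genes (horizontal axis), in blue for the day 1 library (5605 cells) and in orange for the day 29 library (1199 cells), with exact 95% Clopper-Pearson intervals as error bars. Unnamed cells stand at 6.71% at day 1 and 10.3% at day 29. Alpha-like cells stand at 22.7% at day 1 and 74.2% at day 29, and acinar-like cells at 22.0% and 1.67%.

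INS, the insulin gene (chromosome 11, 2159779 to 2161341 in GENCODE v29 on GRCh38), remained the most abundant hormone RNA of beta-like cells, at 41.3% of their UMIs at day 1 and 27.5% at day 29, a ratio of 0.666 (exact interval 0.665 to 0.667). IAPP, the amyloid peptide that beta cells secrete with insulin, was 5093 CPM at day 1 and 19870 CPM at day 29, 3.90-fold higher (3.86 to 3.94). In alpha-like cells GCG, the glucagon gene (chromosome 2, 162142873 to 162152404, same annotation), took 11.2% of the UMIs at day 1 and 13.6% at day 29, a ratio of 1.22 (1.22 to 1.22). TTR, transthyretin, an abundant alpha cell transcript, was 79752 and 150388 CPM in them, 1.89-fold higher at day 29. PPY in gamma-like cells was 190377 and 193533 CPM, a ratio of 1.02 (1.01 to 1.02). GHRL, the ghrelin gene, was 0.863 CPM in alpha-like cells at day 1 and 14.2 CPM at day 29 (16.5-fold, 11.5 to 24.4). Free RNA in the droplets gives UMIs in cells that do not make a hormone, and ductal-like cells held 8227 CPM of INS at day 1 and 623 CPM at day 29, and alpha-like cells 7831 and 1178 CPM. SST in beta-like cells was 10756 CPM at day 1 and 2469.8 CPM at day 29, and GCG in them 9654 and 18298 CPM.

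Alpha-like cells of day 29 (890 cells against 1273 at day 1) held more RNA of alpha cell identity, glucose sensing and sterol synthesis genes, and less RNA of inflammatory, interferon and unfolded protein response genes. Among genes with at least 50 CPM and 100 counts in 1 library, the highest ratio was that of KCNK16, a potassium channel of islet cells, at 17.3 CPM at day 1 and 190.3 CPM at day 29 (11-fold higher, 10.1 to 11.9). PLCE1, a phospholipase C on the alpha cell marker list, was 8.84-fold higher (40.3 and 356 CPM). Higher as well were the transcribed pseudogene EGFEM1P (10.3-fold), the kinesin KIF12 (7.72-fold), the myosin MYO10 (7.33-fold) and SPTSSB, a subunit of the enzyme that starts sphingolipid synthesis (7.31-fold). ARRDC4, an arrestin-domain gene, was 7.23-fold higher, MOB1B, of the Hippo pathway, 5.29-fold, INSIG1, a sterol feedback regulator, 4.98-fold, PBXIP1 4.87-fold and RAB26, a small GTPase of secretory cells, 4.45-fold.

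At the low end, TGM2, a transglutaminase, had 7899 counts at day 1 and 1 at day 29 in alpha-like cells (213 and 0.0400 CPM, ratio 0.000188, 4.76e-06 to 0.00105). GAP43, a growth-associated protein of neurons, had 1952 and 0 counts. It was 438-fold lower at day 29 with 3 counts in place of 0 (ratio up to 0.00281 by its exact interval). HSPA6, a stress-induced heat shock protein, had 1932 counts and 1 count. The interferon-induced IFITM2 was 112 and 0.920 CPM (ratio 0.00819), and RSAD2, also interferon-induced, 97.2 and 2.04 CPM (0.0210). SOCS1, which limits cytokine signalling, had a ratio of 0.0111, NFKBIA, the inhibitor of NF-kB that NF-kB itself induces, 0.0633, and the transcription factor CEBPD 0.0490. NNMT, a methyltransferase of nicotinamide, had a ratio of 0.0201, UNQ6494 0.0262 and GRAMD4 0.0318. VGF, a granule protein, was 6301 CPM at day 1 and 368 CPM at day 29 (0.0584, 0.0572 to 0.0596). TGM2, IFITM2 and NNMT were also abundant in other day 1 cells (TGM2 at 1559 CPM in myeloid-like cells, IFITM2 at 488 in endothelial-like and NNMT at 605 in stellate-like cells). So were NFKBIA, at 1026 CPM in ductal-like cells, and CEBPD, at 395 CPM in acinar-like cells. The other genes named in this paragraph were lower in every other named class of day 1 than in alpha-like cells.

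Of the alpha cell identity list, 6 of 18 measured members were at least 2-fold higher at day 29 and 0 lower, with a median log2 ratio of 0.81, above the -0.70 to -0.05 that holds the middle 95% of 10000 random lists matched on expression. The structural muscle gene KLHL41, on that list, was 2.88-fold higher and the receptor phosphatase PTPRT 2.45-fold. The glucose sensing and excitability list had a median of 0.82 (6 of 13 higher and 1 lower, with the GIP receptor GIPR at 2.64-fold and the fatty acid receptor FFAR1 at 2.85-fold). Sterol synthesis and uptake had a median of 0.85 (6 of 17 higher) and fatty acid synthesis and lipid handling 0.41 (4 of 19 higher and 4 lower). The 13 mitochondrially encoded genes had a median of 0.92 while the nuclear-encoded oxidative phosphorylation genes had -0.85 (10 of 38 lower, -0.61 to -0.18 in random lists).

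Among the lists with low medians in alpha-like cells, chemokines, cytokines and NF-kB targets stood at -3.15 (15 of 16 lower, among them CXCL3 at 0.00324), or -2.24 without the members whose level was under 10% of that in another class. Interferon response and antigen presentation stood at -1.51 (7 of 10 lower). The unfolded protein response list had a median of -0.90 (9 of 22 lower), with the chaperone HSPA5 at 0.354, and the transcription factor XBP1 was 648 and 72.7 CPM (0.112). Immediate early genes had a median of -0.99 (11 of 22 lower, 2 higher), with MAFF at 0.155 and FOSL2 at 0.175. Heat shock genes (-0.79), p53 targets, senescence and growth arrest (-0.56) and epithelial keratins and junctions (-0.92) were also below their random lists, the heat shock genes in 10 of 17 other settings. Without a cluster of 165 alpha-like cells of day 1 that had no marker among its 10 top genes, a choice made after seeing the data, the heat shock median was -0.29, within its random lists. Dedifferentiation and progenitor genes had a median of -1.02 (5 of 9 lower), with VIM, vimentin, at 608 and 65.2 CPM, and mesenchymal and matrix genes -2.36 (5 of 6 lower). Only 2 of the 5 lower members of each of these 2 lists reached 10% of their level in every other class, as did 3 of 5 in the p53 list and 2 of 4 in the epithelial list, and free RNA can give the others. The beta cell disallowed genes (-2.30, 3 of 5 lower) and stellate activation (-2.66, 3 of 5 lower, below random lists in 12 of 17 other settings) rested on 5 measured members each, and each of their lower members lay under 10% of its level in another class.

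Markers of other cell types also had low medians in alpha-like cells, acinar enzymes -3.35 (17 of 18 lower) and ductal markers -3.89 (7 of 8 lower). The acinar enzyme median ran from -4.77 to -0.537 over 17 other settings, below random lists in each. Acinar enzymes took 0.225% of the UMIs of alpha-like cells at day 1 and 0.0169% at day 29. Some granule genes were low although their list was not (6 of 28 lower, 2 higher). The prohormone convertase PCSK1 had a ratio of 0.110, the carboxypeptidase CPE 0.358 and the granin SCG2 0.322. The higher members were PCSK2 (2.14-fold) and PTPRN2 (2.13-fold). The other lists lay within the range of random lists in alpha-like cells: islet hormones (-0.79), beta cell identity and maturity (-0.38), secretory granule and exocytosis (-0.29), hypoxia response (0.03), glycolysis (-0.58), oxidative stress and NRF2 targets (-0.04), metallothioneins (-0.44), cell cycle (-0.07), ribosomal proteins (-0.48) and nuclear-retained RNA (-0.49). Immune and endothelial markers had 2 and 1 measured members in alpha-like cells, too few for a median.

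Beta-like cells of day 29 (55 cells against 515 at day 1) held more RNA of the sterol synthesis, beta cell identity and maturity, and granule gene lists. Of the 18 measured genes of sterol synthesis and uptake, 15 were at least 2-fold higher and 0 lower, with a median log2 ratio of 2.35 against -0.04 to 0.56 in random lists. HMGCS1, an early enzyme of cholesterol synthesis, was 13.6 CPM at day 1 and 134 CPM at day 29 (9.83-fold, 8.50 to 11.4). MVD and MSMO1, of the same pathway, were 8.49-fold and 7.80-fold higher. In alpha-like cells the ratios of HMGCS1, MVD and MSMO1 were 3.14, 1.70 and 2.24.

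MAFA, a transcription factor of mature beta cells, was 67.5 CPM at day 1 and 427 CPM at day 29 (6.33-fold higher, 5.89 to 6.80). The highest ratio under the same count limits was that of CHRNA5, a nicotinic receptor subunit, at 5.96 and 67.5 CPM (11.3-fold, 9.14 to 14.1). RBP4, the retinol binding protein, was 469.5 and 4393 CPM (9.36-fold, 9.13 to 9.59). The potassium channel subunit KCNE4 (7.44-fold), MRLN, a micropeptide (7.21-fold), HS6ST3, which sulfates heparan sulfate (6.99-fold), PODXL2 (6.15-fold) and CNIH2 (6.10-fold) were among the 12 highest. RBP4, MRLN and CNIH2 were also among the 10 top genes of the 71 SST-rich unnamed cells of day 29. RBP4 was so as well in the 23 other SST-rich cells and in the 44 delta-like cells of day 1. The carryover rule did not cover these cells. The beta cell identity list had a median of 0.60 (6 of 21 higher, 2 lower, -0.07 to 0.44 in random lists), from SIX3, a transcription factor of adult beta cells, at 0.231 to GLP1R, the GLP-1 receptor, at 3.85-fold and MAFA. Secretory granule and exocytosis genes had a median of 0.70 (9 of 27 higher, 2 lower), with PAM, a peptide-amidating enzyme, at 3.45-fold and RAB27A, of granule docking, at 0.308. Glucose sensing and excitability genes had a median of 0.75 (5 of 13 higher), with the glucose transporter SLC2A2 at 6.04-fold and ABCC8 at 2.67-fold. Mitochondrially encoded genes (0.81) and fatty acid synthesis and lipid handling (0.71, 2 of 14 higher) also lay above their random lists. The fatty acid list did so in 14 of 16 other settings.

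Alpha cell identity genes were higher as well in beta-like cells (median 1.29, 9 of 14 higher), beside higher GCG and TTR in the summed counts of these cells, TTR being 8214 CPM at day 1 and 24634 CPM at day 29. That median turned to -0.33 with a limit of 10% mitochondrially encoded UMIs, to -0.28 with the mixed clusters of day 1 kept, and to -0.13 with every cell weighted alike. As a mean over cells, GCG in beta-like cells was lower at day 29 (26455 CPM at day 1 and 14677 CPM at day 29) and TTR higher (17691 and 21231 CPM).

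The genes with the lowest ratios in beta-like cells included PRG4, a lubricating proteoglycan, with 2192 counts at day 1 and 0 at day 29. It was 102-fold lower with 3 counts in place of 0 (ratio up to 0.0121 by its exact interval). PRG4 is also a marker of delta cells, and the 44 delta-like cells of day 1 held 293 CPM of it against 92.0 CPM in beta-like cells. SPP1, osteopontin, was 891 and 20.2 CPM (0.0227, 0.0176 to 0.0288), beside 4338 CPM in ductal-like cells of day 1. The transcriptional regulators ID1 (0.0243), CEBPD (0.140), HES1, a Notch target (0.201), and BHLHE40 (0.216) were lower at day 29. So were the GTP-binding protein GEM (0.110), the transferrin receptor TFRC (0.167), the trefoil factor TFF3 (0.175), the collagen-modifying enzyme PLOD2 (0.177), PAPSS2, which makes the sulfate donor (0.219), and SAMD11 (0.223). TFRC reached 839 CPM in the 41 myeloid-like cells of day 1. ID1 and HES1 reached 652 and 361 CPM in endothelial-like cells of day 1, CEBPD 395 in acinar-like and BHLHE40 295 in mast-like cells. GEM and PLOD2 reached 281 and 429 CPM in stellate-like cells. For PAPSS2, SAMD11 and TFF3 the highest other class held 319, 216 and 66.8 CPM, against 261, 180 and 110 CPM in beta-like cells. Heat shock genes had a median of -0.59 (3 of 14 lower) and nuclear-encoded oxidative phosphorylation genes -0.09 (0 of 38 at least 2-fold apart), both below their random lists.

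All 9 measured chemokines, cytokines and NF-kB targets were lower in beta-like cells of day 29 (median -3.81, or -3.62 with zero counts set to 3), and each of the 9 lay under 10% of its level in another class, where free RNA can give such a signal. The markers of other cells were lower alongside, acinar enzymes at -5.73 (-5.10 with zero counts set to 3, 17 of 17 lower) and ductal markers at -4.67 (-4.15, 7 of 8 lower). Over 16 other settings the acinar enzyme median ran from -7.94 to -2.72, below random lists in each. Mesenchymal and matrix genes (-1.08, 3 of 4 lower) and beta cell disallowed genes (-0.91, 2 of 4 lower) were below their random lists, and each of their lower members lay under 10% of its level in another class, and the latter median was 0.22 without a filter on low counts. Metallothioneins (-1.11, 4 of 7 lower) had a median of 0.04 without such members, and immediate early genes (-0.09) 0.08. With all members both were below their random lists, and each stayed so in 12 of 16 other settings. The other 13 lists with a median lay within the range of random lists in beta-like cells, among them the unfolded protein response (0.11, 1 of 22 higher and 1 lower), interferon response and antigen presentation (0.14), dedifferentiation and progenitor genes (-0.06) and p53 targets, senescence and growth arrest (0.06).

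**Figure D2:**
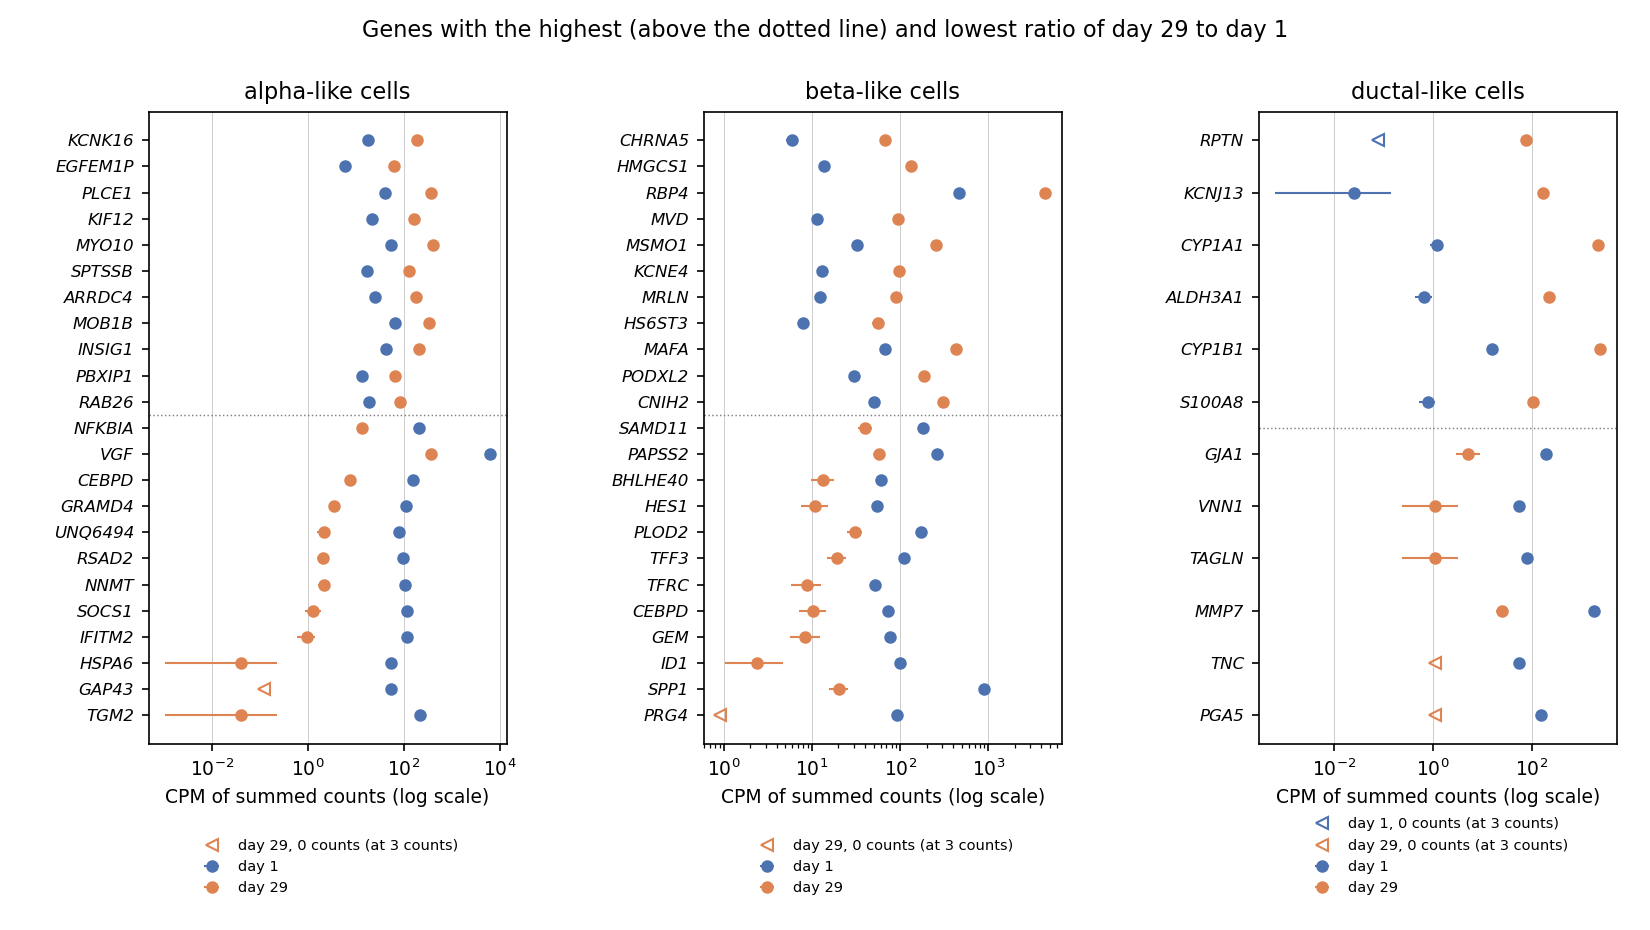
Points give the CPM of the summed counts of each class (horizontal axis, log scale) at day 1 (blue) and day 29 (orange) for named genes with the highest and lowest ratios in alpha-like, beta-like and ductal-like cells, with exact 95% Poisson intervals, and open triangles mark 0 counts, drawn at 3 counts. In beta-like cells MAFA stands at 67.5 CPM at day 1 and 427 CPM at day 29, and in alpha-like cells VGF at 6301 and 368 CPM.

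Ductal-like cells of day 29 (86 cells against 1358 at day 1) held high levels of the cytochrome P450 genes CYP1A1 and CYP1B1 and of oxidative stress genes, and low levels of matrix-remodelling and inflammatory genes. CYP1A1 was 1.19 CPM at day 1 and 2268 CPM at day 29 (1905-fold higher, 1430.4 to 2595), and CYP1B1 15.9 and 2460.5 CPM (155-fold, 143 to 168). KCNJ13, a potassium channel, had 1 count at day 1 and 461 at day 29 (6876-fold, 1228 to 272189). ALDH3A1, an aldehyde dehydrogenase, was 341-fold higher and S100A8, an inflammatory calcium-binding protein, 139.5-fold. RPTN, an epidermal protein with 0 and 201 counts, was 999-fold higher with 3 counts in place of 0 (at least 805-fold by its exact interval). These last 3 genes came almost wholly from a cluster of 15 cells rich in TFF1, in which ALDH3A1 was 1208 CPM, S100A8 593 and RPTN 411, against 1.86, 0 and 0 CPM in the other 71. CYP1A1 and CYP1B1 were high in both clusters, CYP1A1 at 3130.4 and 2073 CPM, and KCNJ13 in the 71 cells alone (214 CPM).

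The lowest ratios belonged to PGA5, a pepsinogen, TNC, the matrix protein tenascin C, and MMP7, a matrix metalloproteinase (1817 and 24.9 CPM, 0.0137, 0.0106 to 0.0175). PGA5 had 6203 and 0 counts, 139-fold lower with 3 counts in place of 0 (ratio up to 0.00887 by its exact interval). TNC had 2180 and 0 counts, 48.7-fold lower in the same way (ratio up to 0.0253). TAGLN, a smooth muscle actin-binding protein, had 3249 and 3 counts (0.0138, 0.00284 to 0.0403), VNN1, a pantetheinase, 2205 and 3 (0.0203, 0.00418 to 0.0594), and GJA1, connexin 43, 7747 and 14 (0.0270, 0.0147 to 0.0453). Without the TFF1-rich clusters of both days, a choice made after seeing the data, the ratios were 0.0151 for MMP7, 0.0160 for TAGLN, 0.0176 for VNN1 and 0.0306 for GJA1. For TNC the ratio was 0.0236 with 3 counts in place of 0 (up to 0.0290 by its interval). For CYP1B1 the ratio was then 117 and for ALDH3A1 7.48. For KCNJ13, with its 0 counts at day 1 set to 3, it was 2586 (at least 2095 by its interval). For CYP1A1 it rested on 1 count at day 1 (75221, at least 13494 by its interval), since the TFF1-rich cluster of day 1 held 14.5 CPM and the other 3 ductal-like clusters of that day at most 0.101 CPM. PGA5, S100A8 and RPTN gave none for lack of counts.

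Oxidative stress and NRF2 targets had a median log2 ratio of 0.93 in ductal-like cells (10 of 21 higher, 0 lower, -0.39 to 0.28 in random lists). NQO1, a quinone reductase, was 18.4 and 142 CPM (7.69-fold, 6.77 to 8.73), the glutathione peroxidase GPX2 4.54-fold higher, and GCLM, of glutathione synthesis, 2.78-fold. Chemokines, cytokines and NF-kB targets had a median of -2.18 (20 of 23 lower, 1 higher), with the adhesion molecule ICAM1 at 149.9 and 9.45 CPM (0.0630), the cytokine IL11 at 0.0188 and TNFAIP3, which restrains NF-kB, at 0.0919. Mesenchymal and matrix genes (-1.22, 10 of 15 lower, 1 higher), stellate activation genes (-1.22, 8 of 13 lower, 1 higher) and metallothioneins (-1.55, 6 of 7 lower) were below their random lists. So were fatty acid synthesis and lipid handling genes (-0.47, 3 of 18 lower and 2 higher). Fibronectin FN1, of the matrix list, was however 18.9-fold higher, from the 71 cells. Of the lower matrix, stellate activation and metallothionein genes, 7, 4 and 2 reached 10% of their level in every other class. Free RNA can give the others. Over all members that reached it, the medians of these lists were -1.16, -0.94 and -1.18. The ductal markers themselves went both ways (median -0.75, 6 of 25 higher and 10 lower), with keratin KRT17 13.8-fold and the water channel AQP1 13.4-fold higher, and keratin KRT7 at 0.266. KRT17 came from the 15 TFF1-rich cells of day 29 (18991 CPM against 43.1 CPM in the other 71) and AQP1 from the other 71 (1128 CPM against 4.09 CPM).

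Beta cell identity genes had a median of 1.31 in ductal-like cells (5 of 8 higher, 2 lower), with the transcription factors MNX1 at 13.5 and 138 CPM (10.2-fold, 8.92 to 11.7) and PDX1 at 12.3 and 51.4 CPM (4.18-fold, 3.43 to 5.07), both from the 71 cells outside the TFF1-rich cluster (166 and 61.7 CPM, against 12.3 and 6.13 CPM within it). Without a filter on low counts that list's median was -0.47. Mitochondrially encoded genes (0.65), sterol synthesis and uptake (0.35, 1 of 18 higher), nuclear-retained RNA (1.35, 3 of 3 higher) and immune markers (1.37, 2 of 3 higher, among them LYZ, lysozyme, at 3.47-fold, from the 71 cells) were above their random lists. The sterol and beta cell identity lists stayed above in 14 of 16 other settings, and immune markers in 14 of 15. RNA of other cells was lower: acinar enzymes had a median of -4.97 (-4.25 with zero counts set to 3, 18 of 21 lower, 1 higher), islet hormones -1.41 (5 of 6 lower) and secretory granule genes -0.49 (7 of 16 lower, 1 higher), the last turning to 0.67 without members under 10% of their level in another class. Islet hormones stayed below their random lists in 14 of 16 other settings and secretory granule genes in 10 of 16. Acinar enzymes did so in 16 of 16, with medians from -5.58 to -0.452. Of the dedifferentiation and progenitor genes (median -0.39, within random lists), ALDH1A3, a retinaldehyde dehydrogenase, was 72.5 and 1059.9 CPM (14.6-fold, 2389 CPM in the TFF1-rich cluster and 758 CPM in the other 71 cells) and MYC 181 and 24.9 CPM (0.138). Endothelial markers had 2 measured members, too few for a median, and the other 14 lists lay within the range of random lists.

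**Figure D3:**
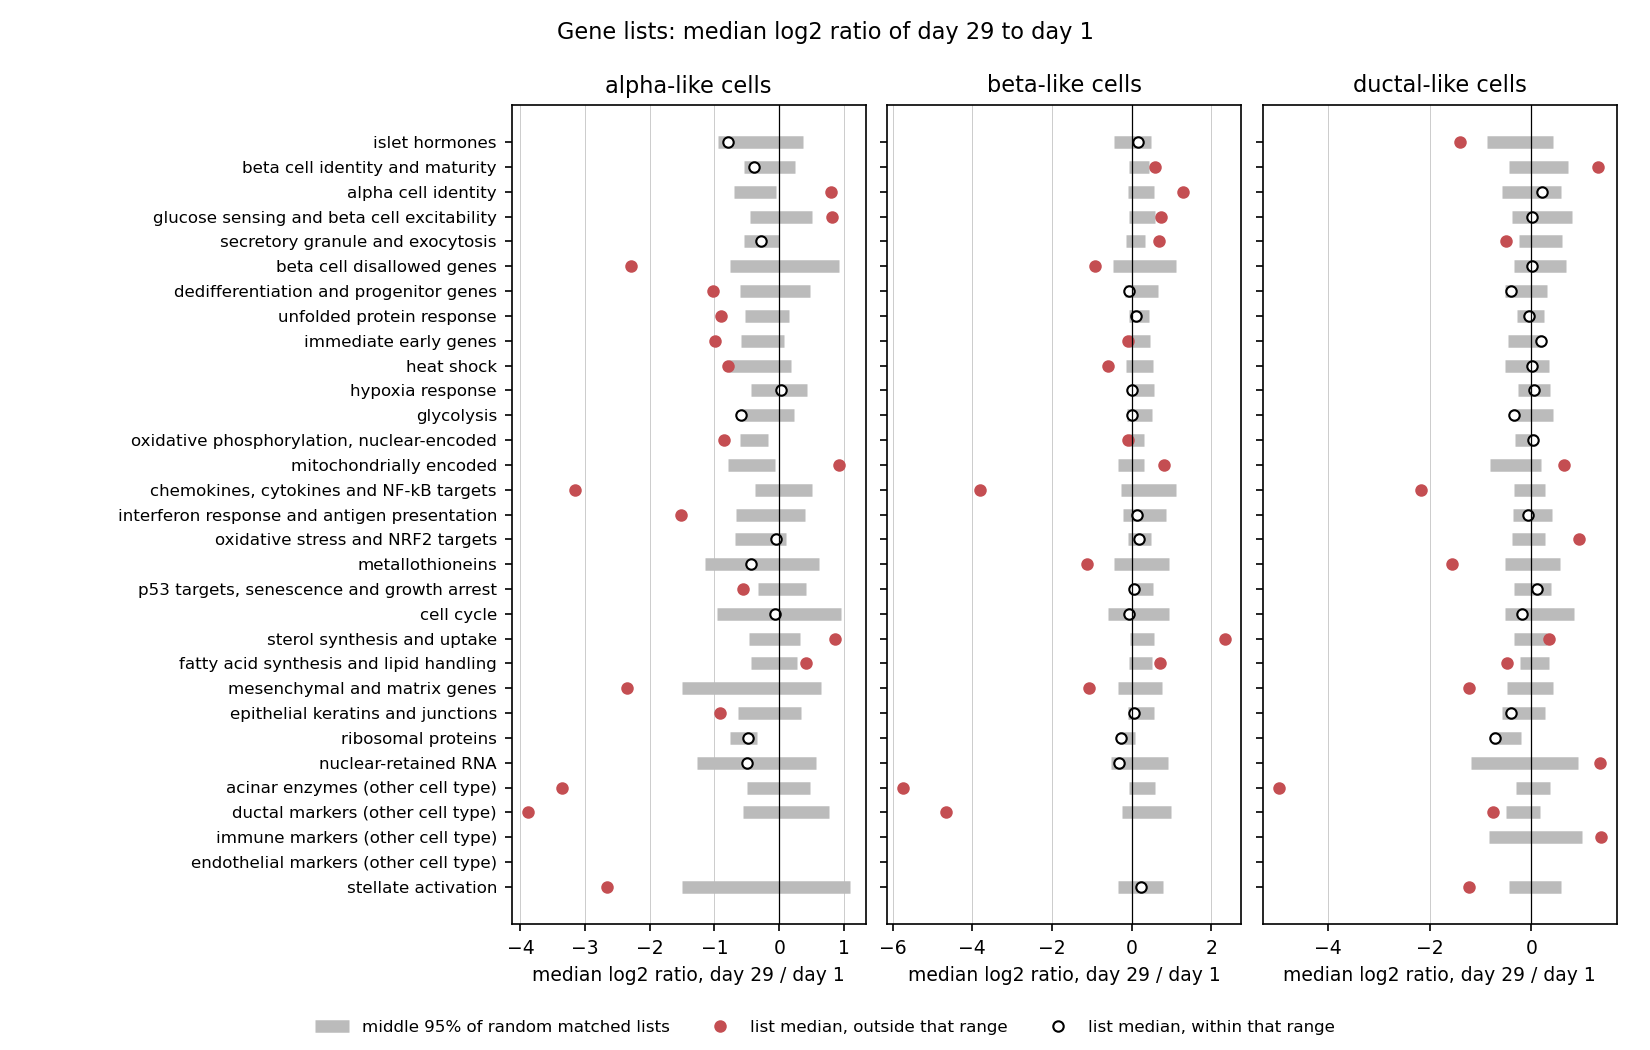
Red and open points give the median log2 ratio of day 29 to day 1 (horizontal axis) of each gene list (vertical axis) in alpha-like, beta-like and ductal-like cells, red where the median lies outside the grey bar, which spans the middle 95% of 10000 random lists matched on expression. Sterol synthesis and uptake stands at 2.35 in beta-like cells, 0.85 in alpha-like and 0.35 in ductal-like cells, and chemokines, cytokines and NF-kB targets at -3.81, -3.15 and -2.18.

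Few alpha-like, beta-like and ductal-like cells of either library held a UMI of the proliferation genes MKI67 or TOP2A. With each cell thinned to 2000 UMIs, 2 of 1263 alpha-like cells held such a UMI at day 1 (0.158%, 0.0192 to 0.571%) and 0 of 844 at day 29, which allows up to 0.355% of cells with such a UMI at that depth. In beta-like cells the counts were 0 of 393 at day 1 (up to 0.763%) and 0 of 51 at day 29 (up to 5.88%), and in ductal-like cells 1 of 1269 (0.0788%) and 0 of 85 (up to 3.53%). Unthinned, 12 of 1273 alpha-like cells of day 1 (0.943%, 0.488 to 1.64%) and 3 of 890 of day 29 (0.337%, 0.0696 to 0.982%) held such a UMI. The summed level of the 2 genes in alpha-like cells went the other way, at 0.485 CPM at day 1 and 0.600 CPM at day 29. In beta-like and ductal-like cells it was 0.0840 and 0.101 CPM at day 1 and 0 in both at day 29. The shares cover cells with a UMI and do not limit the share of cells that express the genes.

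Signs of RNA quality differed between the libraries in the compared classes. Mitochondrially encoded genes took 6.93% of the UMIs of alpha-like cells at day 1 and 12.8% at day 29, 7.59 and 13.6% of those of beta-like cells and 8.81 and 14.7% of those of ductal-like cells. MALAT1, a nuclear RNA, was 16638 CPM in ductal-like cells at day 1 and 40635 CPM at day 29, against 81288 and 57851 CPM in alpha-like cells. The median log2 ratio over all measured genes was 0.02 in alpha-like cells (8387 genes), 0.29 in beta-like cells (7018) and 0.11 in ductal-like cells (9246) and the random lists, drawn from the same genes, share these shifts. TMM scaling moved every log2 ratio down by 0.09, 0.35 and 0.31 in the 3 classes.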

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

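The patterns tested here were found in these same libraries, and the list of aryl hydrocarbon receptor targets is not among the 31 gene lists. No test is therefore independent of the data that gave its pattern. The tests of the alpha-like share, of shallow beta-like cells and of the cluster that holds ALDH3A1 were chosen only after the result was seen.

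Barcodes with enough UMIs and genes but over the limit of 20% mitochondrially encoded UMIs take no part in the comparisons, yet they held hormone RNA in both libraries, which is why they are listed here. At day 1 the 1362 such barcodes held 2.35% of the library's INS UMIs and 1.39% of its GCG UMIs. At day 29 the 1323 such barcodes held 25.5% of the INS UMIs and 9.77% of the GCG UMIs. They held 5.0 INS UMIs per GCG UMI at day 1 and 0.867 at day 29, so a larger part of the insulin RNA than of the glucagon RNA lay outside the filter in the day 29 library.

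Alpha-like cells made up more of the endocrine-like cells in the day 29 library. Loss of beta-like cells through the mitochondrial limit is argued against as the whole cause, since with no limit alpha-like cells were still 83.5% at day 29 against 67.5% at day 1, while the beta-like percent of day 29 was 16.5 with no limit and 5.68 with it. The naming of clusters is argued against as well, since all barcodes without any clusters held 0.332 INS UMIs per GCG UMI at day 29 and 2.96 at day 1. With 1 library per day, a difference between the 2 preparations or libraries and the longer culture cannot be told apart.

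Sterol synthesis genes were higher in beta-like cells of the day 29 library, with a median log2 ratio of 2.35. A few abundant genes taking most of the counts are argued against, since the median was 2.14 with hormone, mitochondrial and ribosomal genes left out of the total. Shallow day 1 cells are argued against by a median of 2.24 over cells of at least 5000 UMIs, and RNA from alpha-like cells by the members' median CPM in beta-like over alpha-like cells of 1.59 at day 29. A response of beta cells to long culture may explain the pattern only as a hypothesis, since differences in preparation between the libraries were not tested.

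CYP1A1, CYP1B1 and ALDH3A1 were higher in ductal-like cells of the day 29 library. For CYP1A1 and CYP1B1 a few cells or 1 small cluster are argued against, since 97.6% of 85 thinned day 29 cells held a UMI of either, while 99.3% of the ALDH3A1 UMIs lay in a cluster of 15 cells. RNA from other cells is argued against by a median CPM ratio of 918 over alpha-like cells. For CYP1A1 and CYP1B1 the highest other named class, the 20 acinar-like cells, held 1273 and 1232 CPM, less than the 2268 and 2460.5 CPM of ductal-like cells. The measured other targets of the aryl hydrocarbon receptor (4 of 7) stood at the 98.3 percentile of random lists, which activity of that receptor could give. Their ratios ran from NQO1, also on the NRF2 list, at 7.69 to SLC7A5 at 0.0858. In beta-like cells 3 measured targets stood at the 33.2 percentile, while CYP1A1 went from 0 to 91 counts (27.4 CPM at day 29). In alpha-like cells CYP1A1 went from 0 to 144 counts (5.76 CPM at day 29), with too few measured targets for a median. The CYP1A1 levels of beta-like and alpha-like cells both fail the carryover rule against the 2268 CPM of ductal-like cells. Free RNA can therefore give them. What in the culture or preparation could drive the higher CYP1A1 and CYP1B1 stays open.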

How the results depend on the processing

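The alternatives with at least 5000 UMIs per cell, with no limit on mitochondrially encoded UMIs, with the mixed clusters kept, with list members that fail the carryover rule left out, without the TFF1-rich ductal-like clusters, with the SST-rich unnamed cells of day 29 counted as delta-like, and without the day 1 alpha-like cluster of 165 cells with no marker among its 10 top genes were chosen after seeing the data. No paired analysis was possible because there was 1 library per day. The direction of the alpha-like and beta-like shares of endocrine-like cells was the same in 13 of 13 alternatives, with 58.0 to 72.7% alpha-like cells at day 1 and 81.7 to 92.9% at day 29. Of all kept cells of day 29, alpha-like cells were 42.3 to 79.4%, the lowest with no mitochondrial limit and the highest with thinned cells. The 24 named genes of alpha-like cells, the 24 of beta-like cells and the 12 of ductal-like cells kept their side of 1 in each alternative filter and clustering that gave them a value and with the mean over cells. Thinned cells were not part of this check. The genes had been picked for the most extreme ratios in the same counts, so that the check could hardly fail. The alternatives needed at least 20 cells per class and library. Ductal-like cells of day 29 did not reach this with at most 10% mitochondrially encoded UMIs and gave no values there. Beta-like cells of day 29 gave values there from 42 cells, some of which were not named beta-like with the limit of 20%. Of the other values that belong to no comparison as a whole, 2127 lay within the counting interval of the reported value (for lists, within 0.5 times the width of the random range), 447 lay outside, and 14 of the values called apart had the opposite direction.

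The alpha-like percent of endocrine-like cells at day 1 was 72.2 with at most 50% mitochondrially encoded UMIs and lower minimums, 71.3 with no doublets removed, 64.8 at resolution 0.5, 69.8 with both libraries clustered together, 72.7 with at least 5000 UMIs, 58.0 with the mixed clusters kept and 64.2 without the cluster of 165 cells. At day 29 it was 81.7 with at most 10% mitochondrially encoded UMIs, 88.5 with at most 50%, 89.3 with no doublets removed, 86.6 at resolution 0.5, 87.4 with list genes used for clustering, 84.7 with joint clustering, 83.5 with no mitochondrial limit and 83.7 with the SST-rich cells counted. The beta-like percent at day 1 was 29.9 with at most 10% mitochondrially encoded UMIs, 23.0 with no doublets removed, 35.2 at resolution 0.5, 31.8 with list genes used, 24.6 with joint clustering, 29.5 with thinned cells, 21.2 with at least 5000 UMIs, 34.8 with the mixed clusters kept and 29.9 without the cluster of 165 cells. At day 29 it was 18.3, 8.87, 8.55, 9.77, 11.7 and 16.5 with at most 10%, at most 50%, no doublets removed, list genes used, joint clustering and no mitochondrial limit. With at most 10%, the beta-like class of day 29 held cells not named beta-like with the limit of 20%. The cause of these shifts was not tested.

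INS in beta-like cells was lower at day 29 in every alternative run, and GCG in alpha-like cells higher. The INS ratio was 0.890 with at most 10% mitochondrially encoded UMIs, 0.656 with at most 50%, 0.557 with no doublets removed, 0.759 and 0.663 at resolutions 0.5 and 2, 0.641 with list genes used, 0.675 with joint clustering, 0.682 with thinned cells, 0.590 with at least 5000 UMIs, 0.524 with no mitochondrial limit and 0.823 with the mixed clusters kept. With TMM factors it was 0.522, with median-of-ratios factors 0.523, with a total without hormone, mitochondrial and ribosomal genes 0.574, and with the mean over cells 0.885. The GCG ratio was 1.49 with at most 10% mitochondrially encoded UMIs, 1.16 with at most 50%, 1.20 with no doublets removed, 1.21 and 1.21 at resolutions 0.5 and 2, 1.24 with list genes used, 1.24 with joint clustering, 1.12 with thinned cells, 1.23 with at least 5000 UMIs, 1.14 with no mitochondrial limit and 1.20 without the cluster of 165 cells. The 4 scalings, in the same order, gave 1.15, 1.11, 1.48 and 1.12. The first 3 scalings move all genes of a class alike, and the cause of the other shifts was not tested.

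In beta-like cells the median log2 ratio of alpha cell identity genes turned to -0.33 with at most 10% mitochondrially encoded UMIs, -0.28 with the mixed clusters kept and -0.13 with the mean over cells. That of immediate early genes turned to 0.084 with no doublets removed, 0.15 with at least 5000 UMIs, 0.32 with no mitochondrial limit and 0.083 without members failing the carryover rule, and metallothioneins to 0.036 without such members. Beta cell disallowed genes turned to 0.22 with no filter on members. In ductal-like cells secretory granule genes turned to 0.13 with joint clustering, 0.40 with at least 5000 UMIs, 0.0025 without the TFF1-rich clusters and 0.67 without members failing the carryover rule, and beta cell identity genes to -0.47 with no filter on members. The cause was not tested.

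In alpha-like cells 3 lists lay above their random lists with no filter on members, against 5, and 8 lay below with members of at least 50 CPM and 100 counts, against 14, the latter since fewer members were measured. In beta-like cells 4 lay above and 15 below with at most 10% mitochondrially encoded UMIs, against 7 and 9, and 15 lay below with the mixed clusters kept; the cause was not tested. Without the carryover rule, 15 of the 24 named genes of beta-like cells were named again, since genes abundant in other classes entered. The percent of alpha-like cells of day 1 with a UMI of MKI67 or TOP2A was 0.943 without thinning, as deeper cells hold more UMIs, and 0 when 2 of 11 genes were required, as it was for ductal-like cells of day 1. No ratio could be given for S100A8, PGA5 and RPTN without the TFF1-rich clusters, nor for PGA5 with at least 5000 UMIs, because too few counts were left. The number of cells limits the beta-like and ductal-like classes of day 29 (55 and 86 cells) most, where 0 cells with a UMI of MKI67 or TOP2A allow up to 5.88 and 3.53% of cells with such a UMI at 2000 UMIs.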

Other observations

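The values here were chosen after the data were seen, and no explanation of them was tested. A cluster of 132 alpha-like cells of day 29 held 303 CPM of the acinar gene CLPS, 128 of REG1A and 31.5 of CEL, and the other 3 alpha-like clusters of that day held at most 14.3 CPM of CLPS. The alpha cell marker PLCE1 was higher at day 29 in alpha-like, beta-like and ductal-like cells alike, with ratios of 8.84, 10.6 and 8.12. Its day 29 levels in these classes were 356, 48.8 and 23.1 CPM. The level in ductal-like cells fails the carryover rule against alpha-like cells, so free RNA can give it. TXNIP was higher in all 3 classes too, at 3.24, 3.97 and 2.94-fold. SPTSSB and GHRL, both on the marker list of epsilon cells, which make ghrelin, were higher at day 29 in more than 1 class, SPTSSB with ratios of 7.31, 6.40 and 9.40 in alpha-like, beta-like and ductal-like cells and GHRL with 16.5 in alpha-like and 16.7 in ductal-like cells, while no cluster of epsilon-like cells was found in either library.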
